# Time makes histone H3 modifications drift in mouse liver

**DOI:** 10.18632/aging.204107

**Published:** 2022-06-10

**Authors:** Roman Hillje, Lucilla Luzi, Stefano Amatori, Giuseppe Persico, Francesca Casciaro, Martina Rusin, Mirco Fanelli, Piergiuseppe Pelicci, Marco Giorgio

**Keywords:** epigenetics, aging, histones, ChIP-seq, diet

## Abstract

To detect the epigenetic drift of time passing, we determined the genome-wide distributions of mono- and tri-methylated lysine 4 and acetylated and tri-methylated lysine 27 of histone H3 in the livers of healthy 3, 6 and 12 months old C57BL/6 mice. The comparison of different age profiles of histone H3 marks revealed global redistribution of histone H3 modifications with time, in particular in intergenic regions and near transcription start sites, as well as altered correlation between the profiles of different histone modifications. Moreover, feeding mice with caloric restriction diet, a treatment known to retard aging, reduced the extent of changes occurring during the first year of life in these genomic regions.

## INTRODUCTION

Aging is known to involve epigenetic histone modifications which are associated with transcriptional changes occurring throughout the entire lifespan of an individual.

More than a thousand post-translational histone modifications, also known as histone marks, have been identified, many of which are associated with different chromatin states [1]. Tri-methylated lysine 4 and lysine 27 of histone H3, i.e. H3K4me3 and H3K27me3, respectively, are two of the most investigated histone marks. High levels of H3K4me3 are found in chromatin domains at the promoters of actively transcribed genes in mouse [2] as well as human [3] and are associated with unmethylated CpG regions [4]. In contrast, H3K27me3, targeted by the Polycomb methyltransferase repressive complex [5], is found mainly on silenced loci in mouse [6] and human [7] and is considered a hallmark of a transcription-repressive chromatin state [8]. The acetylation of lysine 27 of histone H3 (H3K27ac) and the mono-methylation of lysine 4 of histone H3 (H3K4me1) are associated with active enhancers [9] and thereby also linked to transcription.

Several studies suggest that aging induces an overall drift of epigenetic signals in all organisms [10, 11]. Consistent with an increased fraction of heterochromatin observed in elderly individuals of different species [12], Wood and colleagues reported a reduction of histone marks associated with active chromatin, including tri-methylated lysine 4 of histone H3 (H3K4me3), and an increase of those histone marks linked to silencing of transcription, such as H3K27me3, in old *D. melanogaster* [13]. Moreover, *D. melanogaster* mutants defective for the H3K27 methylase, with reduced global H3K27me3 levels, resulted to be long-lived [14]. Likewise, *C. elegans* with increased activity of the H3K4 methylase ASH-2/trithorax complex 9 and high levels of H3K4me3 showed accelerated aging [15]. However, the overall amount of H3K27me3 in *C. elegans* was reported to decrease with age, and RNA interference of the H3K27me3 demethylase UTX-1 prolonged lifespan by suppressing the expression of genes of the insulin pathway [16]. In contrast to *D. melanogaster*, both higher levels of H3K4me3, resulting from inactivation of the major H3K4me3 methyltransferase complex, and lower levels of H3K4me3, upon suppression of demethylases, are associated with longevity in *C. elegans* [15, 16].

In mice, H3K27me3 was found to increase in muscle quiescent stem cells from aged individuals and, thus, is suggested to suppress functions related to stemness [17]. Furthermore, hematopoietic and muscle stem cells have been observed to accumulate H3K4me3 with age [18]. Particularly high levels of H3K27me3 were observed in the brain of mice with an accelerated aging phenotype [19]. Yet, H3K27me3 levels appear to decrease with age, while H3K4 tri-methylation to increase at specific regions, such as the Ink4a/Arf anti-proliferative locus in pancreatic islets [20]. Global histone acetylation was found regulated in aged mice brain as well [21]. In the mouse liver, nucleosome occupancy [22], the overall content of several histone marks [23] and chromatin remodeling has been suggested to occur throughout lifespan [24]. So far, one study reported progressive changes in genome-wide distribution of histone marks (H3K4me3 and H3K27ac) during mammalian aging [25].

In humans, H3K4me3 distribution in prefrontal neurons from 11 individuals is the only genome-wide histone mark study reported throughout aging up to now. From this analysis, H3K4me3 resulted to decrease in 600 loci in early life and to increase in other 100 loci in aged adults [26]. So far, no study discloses any drift of histone marks in mammals which is time-dependent or influenced by pro-longevity caloric restriction treatment.

In this study, we used chromatin immunoprecipitation sequencing technology to acquire 108 high-resolution profiles of H3K4me3, H3K4me1, H3K27me3 and H3K27ac from the livers of mice aged between 3 months and 12 months and fed 30% caloric restriction diet (CR) or standard diet (SD).

While C57BL/6 mice can become significantly older, 12 months was chosen as the age maximum in this study to focus on the changes in histone modifications which occur in the absence of age-related dysfunctions.

## RESULTS

### Global patterns of histone mark profiles identified age and diet groups

Livers were obtained from C57BL/6 female mice of 3, 6 and 12 months of age fed with standard diet (SD) and 12 months of age fed with 30% caloric restriction (CR). We immunoprecipitated and obtained histone profiles for H3K4me3, H3K27me3, H3K27ac and H3K4me1 for a total amount of 108 sequences. In particular, we produced 30 profiles for the group SD 3m (7 H3K4me3, 7 H3K27me3, 8 H3K27ac, 8 H3K4me1), 20 for SD 6m (3 H3K4me3, 6 H3K27me3, 6 H3K27ac, 5 H3K4me1), 29 for SD 12m (8 H3K4me3, 8 H3K27me3, 7 H3K27ac, 6 H3K4me1) and 29 for CR 12m (5 H3K4me3, 6 H3K27me3, 9 H3K27ac, 9 H3K4me1) as summarized in the Supplementary Table 1.

With the initial purpose to globally characterize similarities and differences between all the 108 histone modification profiles, considering age and diet as combined factors, a dimensionality reduction technique (Uniform Manifold Approximation and Projection, UMAP) was used to analyze the normalized, genome-wide signal of each respective histone mark in consecutive, non-overlapping bins of 10 kb. The UMAP resulting from that matrix is shown in Figure 1A and 1B. Each dot represents one of the 108 ChIP-seq samples and its relative position in the map considers the signal of all the 10 kb bins of the corresponding animal and histone mark. At a first comparison, including all profiles (Figure 1A), samples clustered largely by histone mark. The heterogeneity among individuals of each group, estimated by the sum of standard deviations in both dimensions, is greater in H3K27me3 (1.65) and H3K27ac (1.37) compared to the other two histone marks, with the H3K4me3 (0.79) profiles being the most homogeneous group (Figure 1A). The comparison between profiles obtained by a single histone mark clearly distinguished younger (blue dots) from older groups (yellow and red dots) in the cases of the H3K4me3 and H3K27me3, but not for H3K4me1 or H3K27ac samples (Figure 1B). Notably, the 6 months old groups (green dots) tend to be located in between the young and old samples, supporting the notion that a temporal trend may exist. From this global analysis, CR profiles (yellow dots) are not distinguishable from the aged-matched SD counterparts (red dots) except for the case of H3K27ac which shows samples separated by diet.

**Figure 1:**
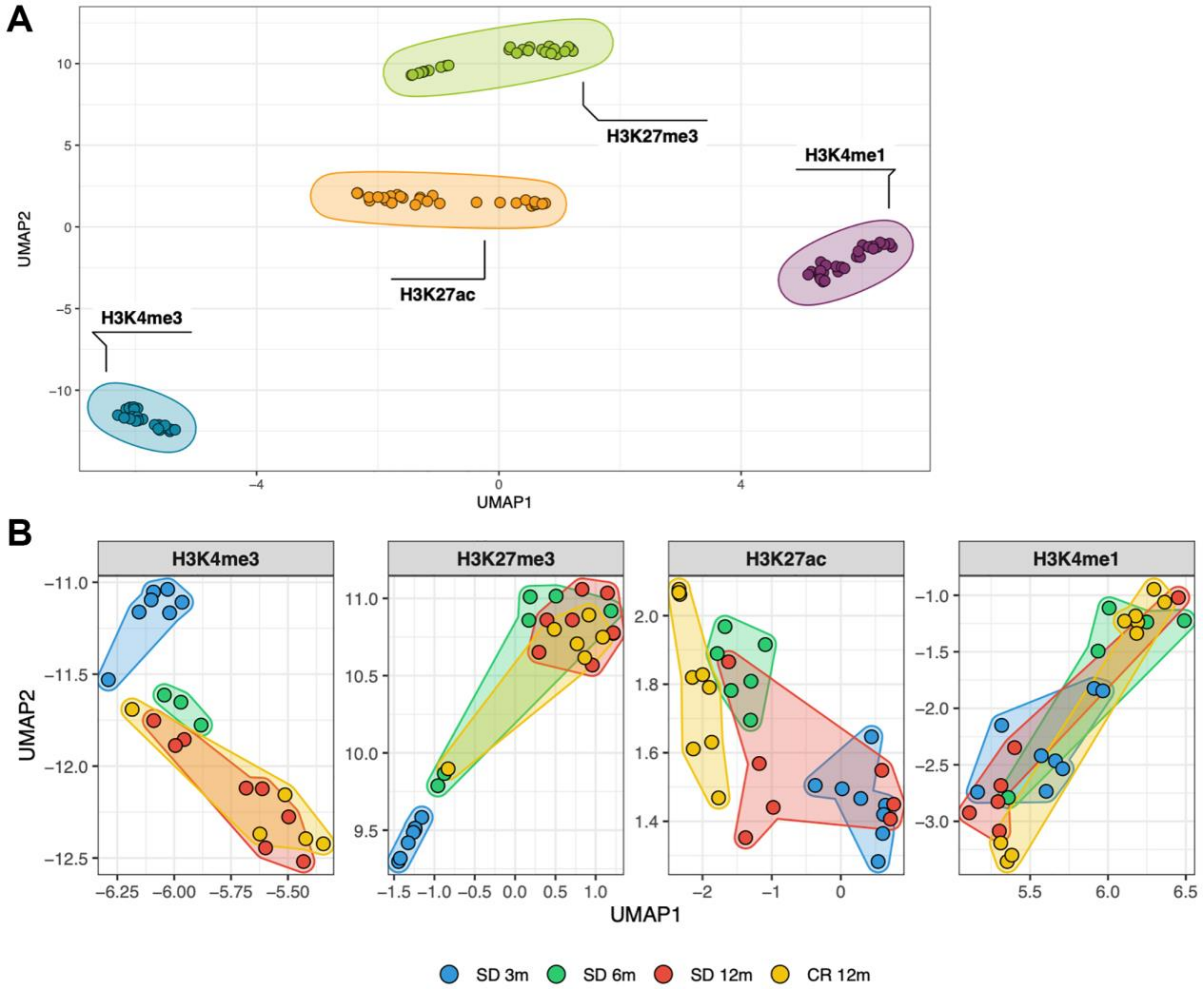
Similarity between all genome-wide histone modifications profiles represented through dimensional reduction using the UMAP algorithm (**A**), samples are colored by histone modification and aggregate primarily by histone mark. (**B**), amplification of previous UMAP with samples split by histone mark and colored by the experimental group they belong to (different age and diet).

Then, we calculated Spearman’s correlation coefficients between each pair of samples, based on the same genome-wide signal in consecutive, non-overlapping bins of 10 kb, and produced the correlation heatmap between each pair-wise comparison of samples (Figure 2A and Supplementary Figure 1).

**Figure 2:**
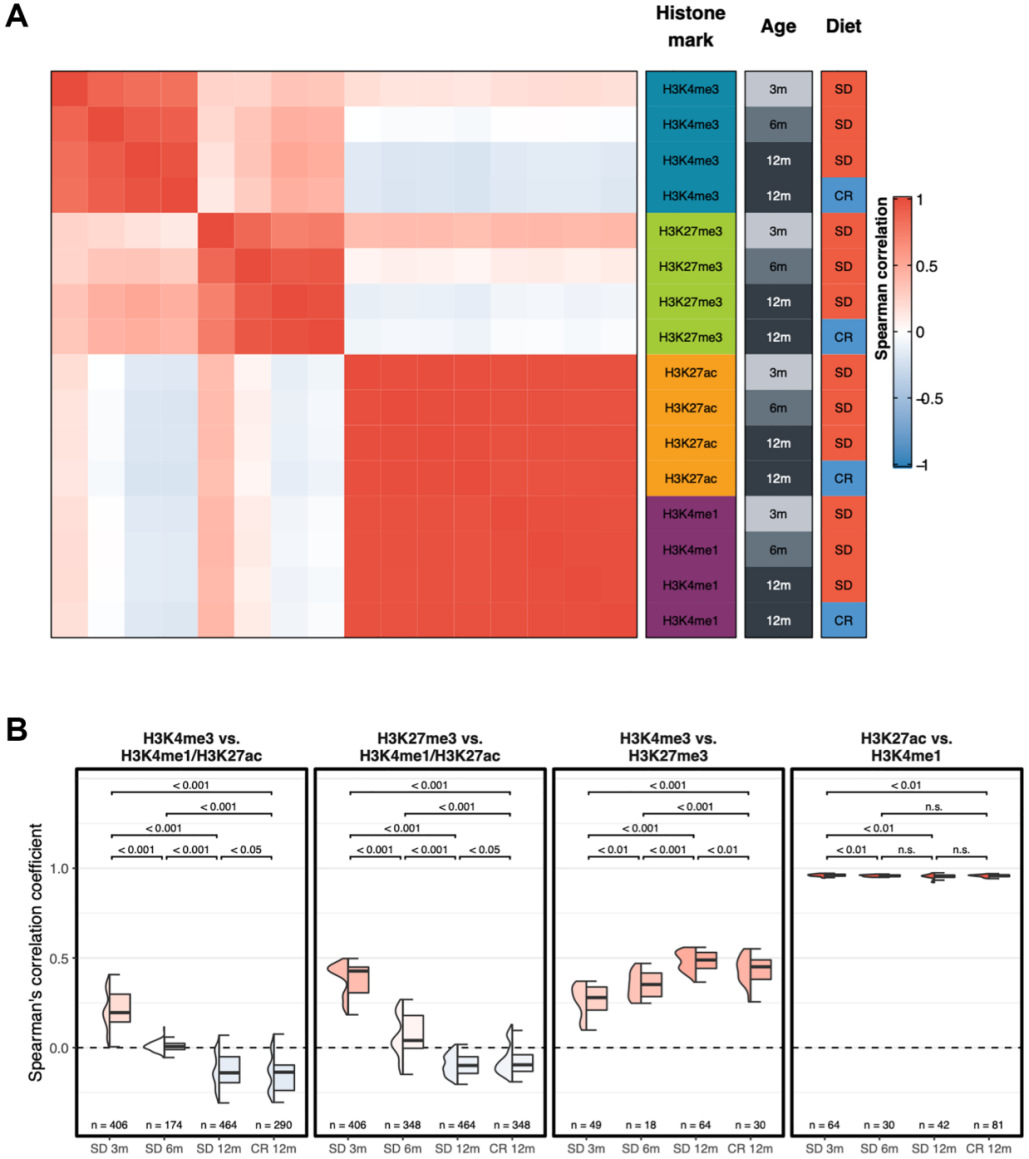
**Genome-wide correlation patterns between histone modifications by group.** (**A**) Heatmap showing the Spearman’s correlation coefficient for each combination of experimental groups after merging the replicates. (**B**) Box plots of Spearman’s correlation coefficients of each replicate between different groups of histone modifications. Two-sided Wilcoxon test *p*-value are shown.

Consistent with the proximity seen in first component of the UMAP, the correlation analyses demonstrate that H3K4me1 and H3K27ac groups of profiles were highly similar and are hierarchically clustered into a separate group. Remarkably, unsupervised hierarchical clustering separated the young and old samples (3 months old mice vs. older mice) of both H3K4me3 and H3K27me3 samples. The numbers above the horizontal lines indicate *p*-values from a two-sided Wilcoxon test between the respective groups. Correlation between H3K4me3 (Figure 2B, left panel) and H3K27me3 (Figure 2B, second panel from left) with H3K4me1/H3K27ac profiles decreases with age, unaffected by diet. Correlation between H3K4me3 and H3K27me3 (Figure 2B, third panel from left) increases with age, with a smaller effect in the CR 12m group, while correlation between enhancer-related histone modifications (Figure 2B, right panel) remains high in all groups and does not present an age- or diet-related trend (*p*-value, two-sided Wilcoxon test, are shown above each comparison).

Overall, these findings show that changes occur with time in marking histone H3, in particular with K4me3 and K27me3, in the liver of mice. On a genome-wide scale, promoter-related histone mark profiles and enhancer-related histone mark profiles tend to become more similar with age. Moreover, the promoter-activating and -repressive histone mark profiles become more dissimilar with age, and this phenomenon is partially prevented by caloric restriction (Figure 2B first two panels on the left).

### H3K4me3 and H3K27me3 signal at TSS changes with time

Histone modifications H3K4me3 and H3K27me3 are enriched at the transcription start site (TSS), mostly in a mutually exclusive manner (except for bivalent promoters).

To further describe the genomic regions targeted by the time-dependent H3K4me3 and H3K27me3 changes, we focused the analysis on the TSS, comparing the shape of the mean signal of these two histone marks in all 24,418 annotated TSS regions in groups of mice of different age. This analysis revealed consistently stronger (higher amplitude) and wider peaks of H3K4me3 and H3K27me3 in the TSS regions of young mice compared to the older ones (Figure 3A).

**Figure 3:**
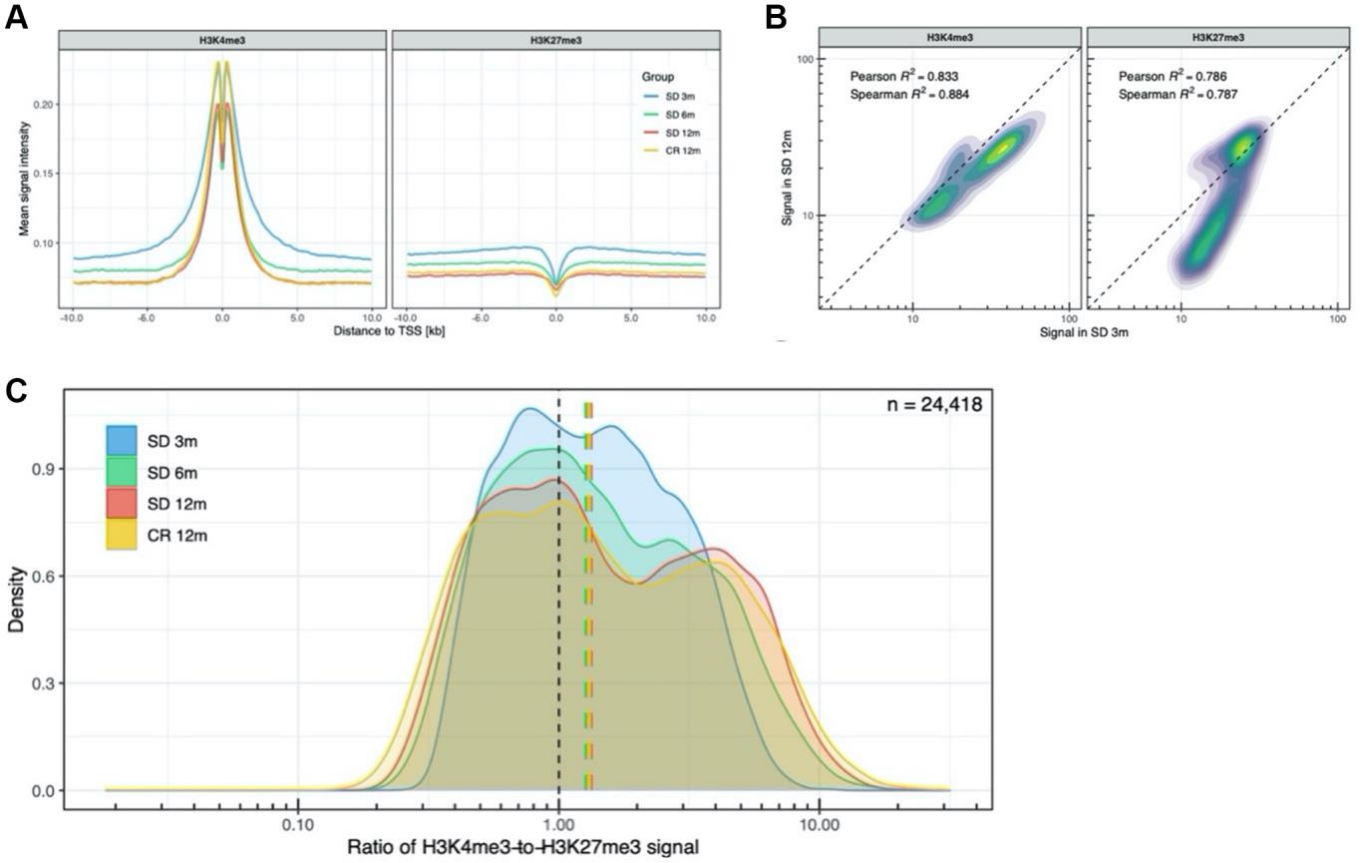
**Analysis of promoter-related histone marks in transcription start sites.** (**A**) H3K4me3 and H3K27me3 profiles around all transcription start sites. (**B**) Density plot of the H3K4me3 and H3K27me3 signal in all TSS, SD 12m over SD 3m. (**C**) Distribution of H3K4me3-to-H3K27me3 signal ratio across all TSS.

Comparing the distribution of H3K4me3 signal between mice aged 3 and 12 months, a slightly decreased signal was observed across most TSS (Figure 3B, left panel). In contrast, the H3K27me3 signal distribution (Figure 3B, right panel) differed more among the two age groups with a subset of TSS having less H3K27me3 in old compared to young mice. We also investigated bivalency of H3K4me3 and H3K27me3 across all annotated TSS regions in young and older samples. As shown in Figure 3C, the ratio of H3K4me3-to-H3K27me3 signal revealed an almost unimodal distribution in 3 months old animals which, with age, assumes a more bimodal distribution in 12 months old mice and an intermediate shape in the 6 months old mice. This transition indicates that the proportion of putative bivalent promoters, having a flexible state, based on the presence of both H3K4me3 and H3K27me3 signal, decreases with time.

### Both age and diet affect chromatin state transitions

To determine the functional elements which are most affected by the observed time-dependent changes in histone modifications, we performed an integrated chromatin state analysis using all histone mark profiles, taking advantage of the multivariate model approach offered by the ChromHMM tool [27]. In this analysis, chromatin states are defined as recurring combinations of the four studied histone marks in the collected ChIP-seq profiles. Each region of the genome in each of the experimental groups (in consecutive bins of 200 bp) is then assigned one of the chromatin states. 

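For the segmentations, chromatin came from formalin-fixed, paraffin-embedded livers of C57BL/6 female mice, and ChIP-seq was performed for the 4 histone marks. The SD 3m group comprised 8 mice and 30 libraries (7 for H3K4me3, 7 for H3K27me3, 8 for H3K27ac and 8 for H3K4me1). The SD 12m group comprised 8 mice and 29 libraries (8, 8, 7 and 6 in the same order), and the CR 12m group, fed 30% fewer calories, comprised 9 mice and 29 libraries (5, 6, 9 and 9). The authors aligned the reads to mm10, removed poorly mapped and duplicate reads, merged the reads of all libraries of a group for each mark and binarized the merged signal in ChromHMM. They then trained 1 model with 8 states on all groups and deposited the state of every bin of 200 bp. The bins cover chromosomes 1 to 19 and X, and the 3 segmentations of SD 3m, SD 12m and CR 12m were analysed as deposited. SD 6m was not analysed here. The read depth of the merged files is unknown, so its effect on the number of bins with a detected mark could not be measured. As libraries were merged before states were assigned, each group has a single segmentation, and no difference between groups could be compared with the spread between mice. Ranges given in parentheses after a value are 95% intervals from 1000 resamples of 1 Mb blocks, which describe how evenly a value is spread along the genome and not how it varies among mice. The Wilson 95% binomial limits of a genome coverage lay at most 0.0270 percentage points away from it, because they count bins, which are not independent of their neighbours. In mm10 the first 3 Mb of every chromosome are unassembled, and bins without any assembled base made up 4.27% of the bins in state 8 in SD 3m.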

As expected, given the histone modifications we investigated, multiple TSS- (state 1 and 2) and enhancer-related (states 3–5) states were readily identified (Figure 4A, left panel). These states are characterized by different combinations of H3K4me3, H3K27ac, H3K4me1, and the absence of H3K27me3. Instead, chromatin state 6 is represented only by the repressive histone modification H3K27me3. State 8 contained none of the histone marks analyzed in this study, and, peculiarly, state 7 presents a new signature of weak H3K4me3 and minimal H3K27me3 signal in the absence of the other two histone marks. Annotation of the identified chromatin states was done based on the combinations of histone marks using related ENCODE studies as a reference [27]. With the exception of chromatin state 7, all other states had been previously detected and annotated in the ENCODE studies.

**Figure 4:**
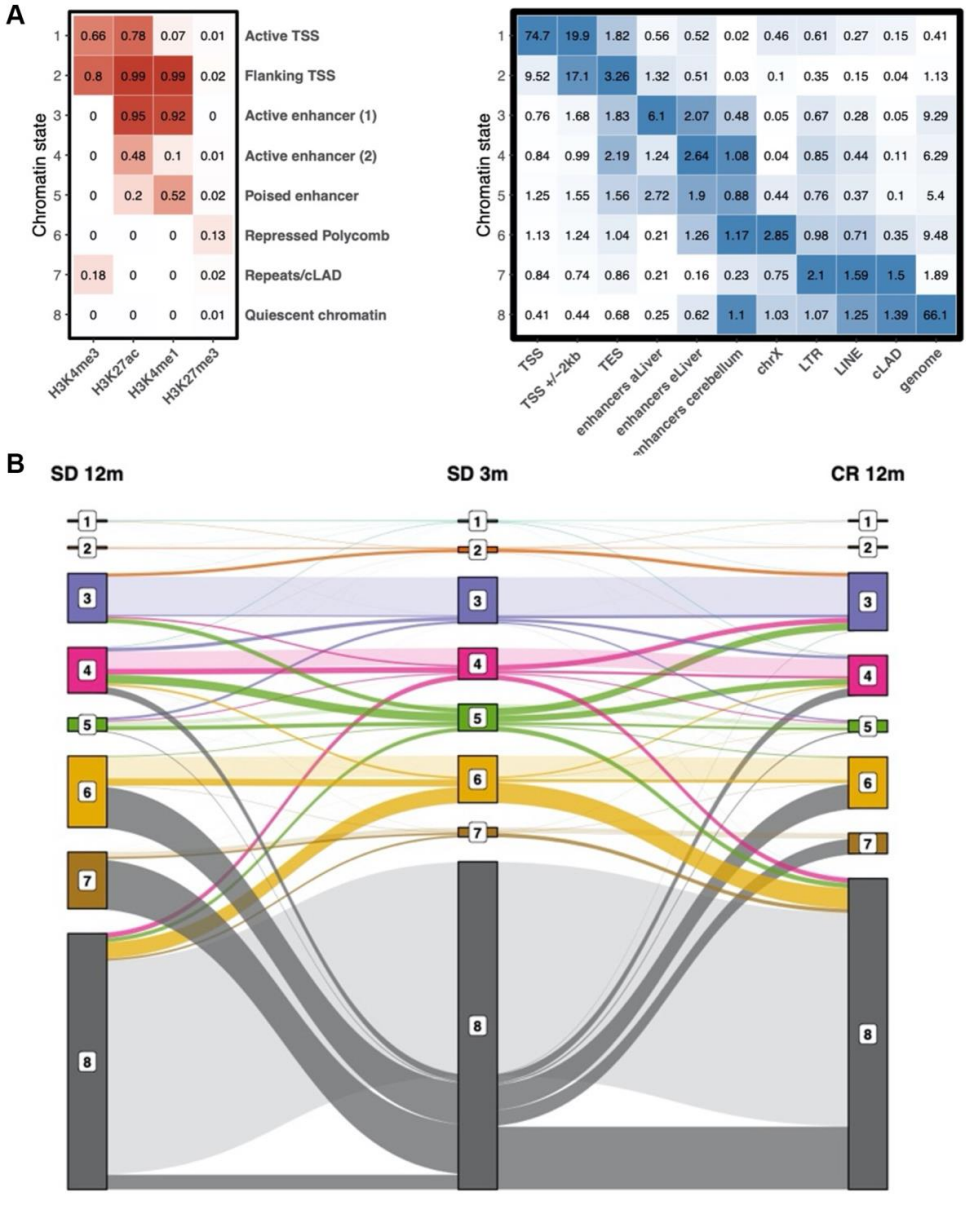
**Chromatin state definition and transitions between states with age.** (**A**) Chromatin state definition, labels and enrichment of selected groups of functional elements in young samples. Number in the heatmap on the left are probabilities of observing a given histone modification in the respective chromatin state. Number in the heatmap on the right are enrichment values obtained by ChromHMM for each combination of chromatin state and feature. (**B**) alluvial plot showing the transition between chromatin states in the SD 3m (center), SD 12m (left), and CR 12m (right) groups. Bar height represents genome coverage in percent (all states together are 100%).

We validated the learned model by checking which known genomic regions and functional elements are enriched in each chromatin state (Figure 4A, right panel and Supplementary Figure 2). For example, chromatin state 1 presents the classic signature of active TSS and is coherently enriched for TSS regions (RefSeq) as well as CPG islands. 

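The segmentations were compared with 26089 TSS, 1 for the longest curated RefSeq transcript of each gene in GRCm38.p6, the assembly that mm10 represents. In SD 3m, TSS were 72.99 times as frequent in state 1 as in the genome, against 82.0 times in SD 12m and 86.1 times in CR 12m. This enrichment in SD 3m dropped to 5.12 when the most frequent state of each 10 kb window replaced the state of each bin. State 1 held 7876 TSS (30.2% of all TSS) in SD 3m, 7770 (29.8%) in SD 12m and 6746 (25.9%) in CR 12m. CpG islands were not analysed here, but CpG dinucleotides were 7.12 times as frequent in state 1 as in the genome in SD 3m, and 56.4% of its bases were G or C compared to 41.8% of the assembled genome. Of 4 control genes, Alb and Apoa1 are expressed by hepatocytes. Their TSS were in the enhancer-related states 3 or 4, except that of Apoa1 in SD 12m, so neither was in state 1 or 2 in SD 3m. The TSS of Alb (chromosome 5, gene from 90460870 to 90476602) was in state 4 in all 3 groups. The TSS of Apoa1 (chromosome 9, 46228630 to 46230469) was in state 4 in SD 3m, state 1 in SD 12m and state 3 in CR 12m. The TSS of Pax6 (chromosome 2, 105668896 to 105698410) and of Neurod1 (chromosome 2, 79452637 to 79456636), which hepatocytes do not express, were in state 6 in all 3 groups.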

Chromatin state 2, previously identified in the ENCODE project as “flanking TSS regions” is enriched in TSS regions +/− 2 kb, transcription end sites (TES), and RefSeq gene bodies. 

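Bases within 2 kb of a TSS were enriched 16.5-fold in state 2 in SD 3m, 21.2-fold in SD 12m and 22.2-fold in CR 12m. In SD 3m, 59.2% of the assembled bases of state 2 lay in this range, below the 71.1% of state 1. The enrichment of TES in state 2 was 3.34-fold in SD 3m and the highest of the 8 states. It was lower at 12 months, with 2.31-fold in SD 12m, still the highest, and 2.44-fold in CR 12m, where state 4 reached 2.48-fold. RefSeq gene bodies were enriched in state 2 by 1.88-fold in SD 3m, 2.08-fold in SD 12m and 2.18-fold in CR 12m.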

As expected, the known histone modification signature of enhancers (state 3) is enriched in enhancers of the adult liver [28]. Consistently, enhancers identified as active only in the embryonic liver [28] show a stronger enrichment for weak and poised enhancer signatures (states 4 and 5). Apart from embryonic enhancers, also simple repeats show an enrichment in state 5. Chromatin state 6, which is characterized by a distinct H3K27me3 signal, is coherently enriched for Polycomb-repressed chromatin and is the most enriched state on chromosome X. As TSS regions are not enriched in chromatin state 7, even though it contains faint signals of both H3K4me3 and H3K27me3, it is likely not the signature of bivalent promoters. Instead, it is enriched in long terminal repeat retrotransposons (LTR), long interspersed nuclear elements (LINE), and constitutively lamina-associated domains (cLAD) [29]. These functional regions also show enrichment in chromatin state 8 which is characterized by the absence of all four histone marks and covers most of the genome (roughly 50–70%). This finding is consistent with the previously mentioned model from the ENCODE project where the empty chromatin state represents the largest portion of the genome. 

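On chromosome X, state 6 was 2.85 times as frequent as in the whole genome in SD 3m. State 8 followed with 1.03, state 7 with 0.754 and the remaining states with values from 0.0378 for state 4 to 0.457 for state 1. Polycomb-repressed regions from other studies were not analysed here. In SD 3m, 428 TSS lay in state 7, an enrichment of 0.870, compared to 1.16 for state 6 and 0.440 for state 8. The enrichment of TSS in state 7 was 0.336 in SD 12m and 0.344 in CR 12m.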

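The LTR, LINE and cLAD annotations were not analysed here. As a coarser measure, the bases that the reference sequence marks as repeats by lower case, without their type or class, made up 34.3% of the assembled genome. They made up 44.9% of the assembled bases of state 7 in SD 3m, the highest share of the 8 states, and 38.0% of state 8. The other 6 states had shares from 17.1% in state 1 to 29.3% in state 4. At 12 months the repeat share of state 7 was 40.5% in SD and 42.6% in CR. The GC content of state 7 was 39.5% in SD 3m, the lowest of the 8 states, followed by 40.8% for state 8.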

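State 8 covered 66.1% (65.0 to 67.3) of the bins in SD 3m, 51.6% (50.8 to 52.5) in SD 12m and 62.7% (61.7 to 63.7) in CR 12m. In SD 3m its coverage varied from 51.9% of chromosome 11 to 74.4% of chromosome 14. Without the first 3 Mb of each chromosome, the coverage in SD 3m was 65.3%. State 8 formed 48384 unbroken stretches in SD 3m, 62616 in SD 12m and 49867 in CR 12m, with mean lengths of 35982 bp, 21708 bp and 33125 bp. The median lengths were 8800 bp, 10200 bp and 15000 bp, so compared to SD 3m, state 8 in SD 12m formed more stretches with a lower mean but a higher median length.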

Notably, the genome column in Figure 4A (right heatmap) represents the genome coverage of each state. As expected, TSS-associated chromatin states 1 and 2 are found only in a very small fraction of the genome. Instead, about 20% of the genome is covered by enhancer-related chromatin states 3, 4 and 5. 

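State 1 was found in 0.414% (0.394 to 0.436) of the bins in SD 3m, 0.363% (0.348 to 0.380) in SD 12m and 0.300% (0.287 to 0.315) in CR 12m. State 2 was found in 1.13% (1.07 to 1.20), 0.425% (0.401 to 0.451) and 0.361% (0.341 to 0.384), respectively. Both states were less frequent in SD 12m and in CR 12m than in SD 3m on each of the 20 chromosomes. Bins in state 2 in SD 3m were mostly in state 3 later, 55.2% of them in SD 12m and 61.5% in CR 12m.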

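In SD 3m, states 3, 4 and 5 together covered 21.0% (20.1 to 21.8) of the bins, with 9.29% in state 3, 6.29% in state 4 and 5.40% in state 5. Their joint coverage was 21.8% (20.9 to 22.8) in SD 12m and 22.1% (21.2 to 23.1) in CR 12m. In SD 3m these states covered 32.4% of chromosome 11 and 3.10% of chromosome X.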

While state 6 accounts for roughly 10% of the genome, the large majority (more than 60%) is in state 8.

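State 6 covered 9.48% (8.99 to 9.99) of the bins in SD 3m, or 249.8 Mb, compared to 1741 Mb in state 8. Its coverage was 4.49% on chromosome 18, the lowest, and 27.1% on chromosome X, the highest. Leaving out chromosome X reduced the coverage of state 6 to 8.26%.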

Then, we studied the dynamics by which chromatin states transformed into each other at different age or diverse diet regimen. An alluvial plot helped us to follow these transitions between chromatin states in the SD 3m, SD 12m, and CR 12m groups (Figure 4B). The bar height represents genome coverage in percent (all states together are 100%). 

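Of the 8704767 bins in state 8 in SD 3m, 30.3% (29.5 to 31.2) had left this state in SD 12m and 15.7% (15.2 to 16.2) in CR 12m. On each of the 20 chromosomes the share was higher in SD 12m than in CR 12m. Without bins within 1 kb of a state boundary in SD 3m, the shares were 29.5% and 14.3%. The alternative that moved them most was to leave out the bins in state 8 in all 3 groups, which raised them to 87.1% and 45.0%. This rise follows by construction, because only bins that left state 8 in neither group are removed. In the opposite direction, bins that entered state 8 made up 5.56% of the genome in SD 12m and 6.98% in CR 12m. Among bins in state 6 in SD 3m, 34.1% (32.8 to 35.5) were in state 8 in SD 12m and 43.4% (42.0 to 44.9) in CR 12m, so this transition was more frequent in CR 12m.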

Many, but not all, chromatin state transitions observed with age, especially the loss of quiescent chromatin (state 8), are not present or present at a smaller degree in the comparison with the CR 12m group. 

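From SD 3m to SD 12m, state 7 rose from 1.89% (1.74 to 2.04) to 11.4% (10.7 to 12.2) of the bins, or from 49.7 to 300.8 Mb, a fold change of 6.05 (5.56 to 6.57). The other increases were 1.51-fold in state 6, 1.47-fold in state 4 and 1.07-fold in state 3. The largest decrease was 2.66-fold in state 2. The coverage of state 7 was higher in SD 12m than in SD 3m on each of the 20 chromosomes, with a fold change from 1.44 on chromosome 19 to 13.5 on chromosome 14. In 10 kb windows, the alternative that moved it most, the fold change of state 7 was 7.80. In these windows state 2 had a fold change of 0.0577, a larger change than that of state 7. Stretches of state 2 were much shorter than a window, with a mean length of 1155 bp in SD 3m and 730 bp in SD 12m. Stretches of state 7 in SD 3m were also shorter than a window, with a mean of 4799 bp, so windows may distort both fold changes. The ranking thus depended on the bin size, and the cause was not tested. The median length of a stretch in state 7 was 3000 bp in SD 3m and 6200 bp in SD 12m. Of the bins in state 7 in SD 3m, 71.7% were still in state 7 in SD 12m.

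**Figure D1:**
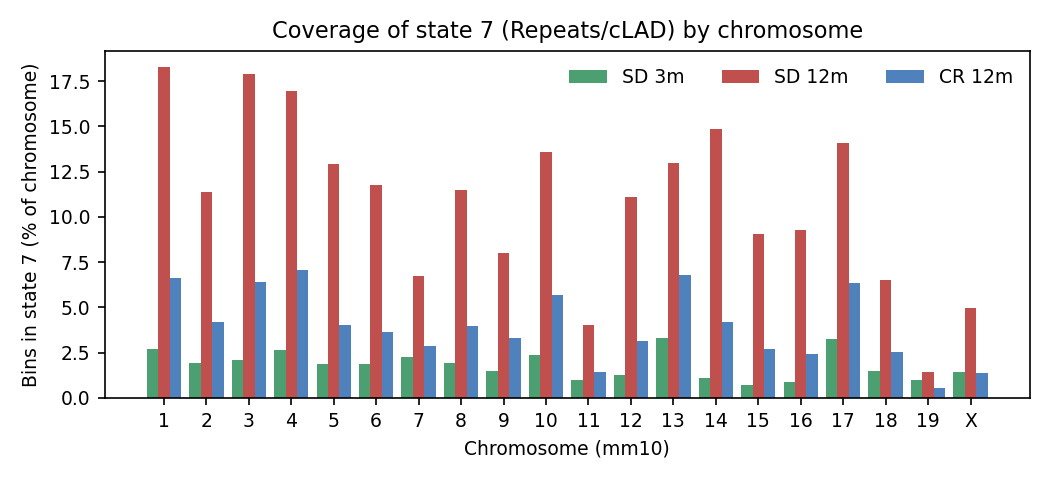
Share of the bins of each mm10 chromosome (x axis) in state 7 (y axis, %), with 1 bar for the single segmentation of each of SD 3m, SD 12m and CR 12m. The SD 12m bar is the highest on all 20 chromosomes, from 1.42% on chromosome 19 to 18.3% on chromosome 1.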

State 7 shows the biggest fold change between young (SD 3m) and old (SD 12m) mice kept in standard diet. Therefore, we labeled it “age-related state”. 

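In CR 12m, state 7 covered 4.15% (3.87 to 4.48) of the bins, a fold change of 2.20 (2.04 to 2.36) over SD 3m. The coverage in SD 12m was 2.75 times that in CR 12m and was higher on each of the 20 chromosomes. SD 12m also had more merged libraries for H3K4me3 (8 against 5) and H3K27me3 (8 against 6) than CR 12m. An effect of read depth on this difference therefore stays open, and it could act on all chromosomes. On 18 chromosomes state 7 was more frequent in CR 12m than in SD 3m, the exceptions being chromosome 19 (fold change 0.571) and chromosome X (0.956). CR 12m had kept 51.8% of the bins in state 7 in SD 3m in this state. Of the bins in state 7 in CR 12m, 84.0% were also in state 7 in SD 12m. In 100 circular shifts of 1 segmentation along the genome, which keep the lengths of stretches but not their positions, this share was 11.2% on average and 13.3% at most.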

Mice kept in caloric restriction show only a slightly elevated genome coverage of state 7 compared to young mice. A similar trend can be observed for state 6, however with smaller changes between young and old SD mice and instead a bigger change between young and old CR samples.

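State 6 covered 14.4% (13.7 to 15.0) of the bins in SD 12m, a fold change of 1.51 (1.45 to 1.58) over SD 3m, and 10.3% (9.86 to 10.9) in CR 12m, a fold change of 1.09 (1.05 to 1.13). Its coverage was higher than in SD 3m on all 20 chromosomes in SD 12m and on 13 chromosomes in CR 12m. The fold change in CR 12m was 1.14 on the autosomes alone and 0.871 on chromosome X. The fold change in SD 12m was also the larger one on the autosomes alone, in 10 kb windows and with only stretches of at least 1 kb.

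**Figure D2:**
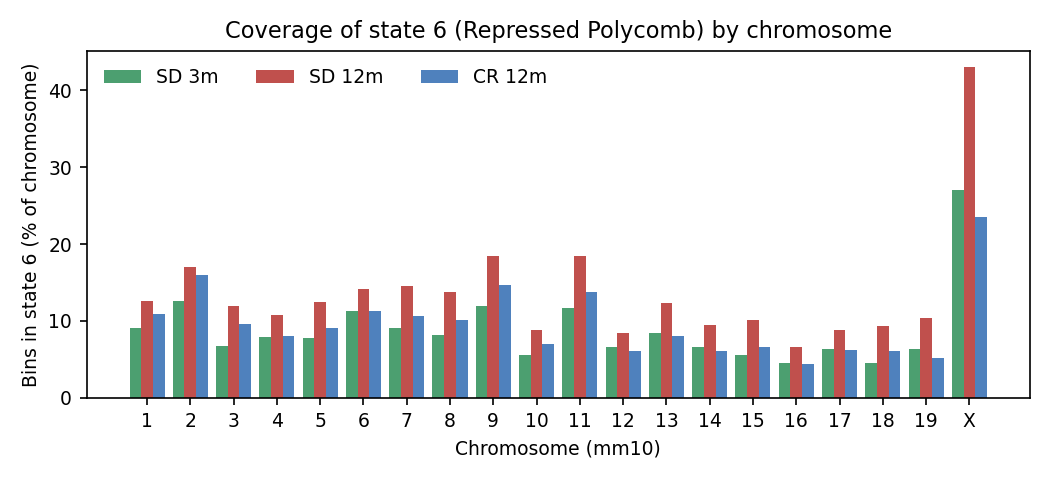
Share of the bins of each mm10 chromosome (x axis) in state 6 (y axis, %), with 1 bar for the single segmentation of each of SD 3m, SD 12m and CR 12m. On chromosome X the bars of SD 12m and CR 12m stand at 43.0% and 23.6%, and each group's bar is above those of its autosomes.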

In Supplementary Table 2 we report the percentage of the genome of older groups (6 months and 12 months in both SD and CR) which was found to change chromatin state compared to the youngest group (SD 3m). In all groups, most of the genome (around 68–79%) does not undergo state changes. However, in standard diet, we observed a progressive increase of the portion of the genome which has changed chromatin state, from about 20% in the first three months to more than 30% at 12 months. 

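In SD 12m, 68.1% of the bins had the same state as in SD 3m, and 31.9% (31.3 to 32.5), or 840.3 Mb, had another. The share with another state varied from 23.6% of chromosome 19 to 37.7% of chromosome 1. Bins that left state 8 made up 62.9% of these changes, bins that entered it 17.4%, and bins that moved among states 3, 4 and 5 14.3%. With the states merged into 5 classes, 27.2% of the genome changed class. The alternative that moved the share most was to leave out the bins in state 8 in all 3 groups, which gave 56.0% of the remaining bins. This rise is by construction, because only unchanged bins are removed. The change up to 6 months was not analysed here. All 3 groups had the same state in 60.7% of the bins.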

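In CR 12m, 24.2% (23.8 to 24.7) of the bins, or 636.9 Mb, differed in state from SD 3m, and the share was lower than in SD 12m on each of the 20 chromosomes. Bins that left state 8 made up 42.9% of these changes and bins that entered it 28.9%. As both comparisons use the SD 3m segmentation, each bin was also classed by the group that stood apart. SD 12m alone differed in 15.1% (14.7 to 15.6) of the bins, SD 3m alone in 14.7% (14.4 to 15.0) and CR 12m alone in 7.39% (7.23 to 7.55), while all 3 groups differed in 2.11%. Thus 47.4% of the changes in SD 12m fell in bins where CR 12m had kept the state of SD 3m, and 46.0% in bins where CR 12m had made the same change. Of the bins where SD 12m alone differed, 48.2% had moved from state 8 to 7 and 32.3% from state 8 to 6.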

Remarkably, mice kept in caloric restriction do not show the same extent of state transition (24.2%). Furthermore, we found that genomic regions which were annotated as quiescent chromatin (state 8) in 3 months old mice are assigned either state 4 (active enhancer 2), 6 (repressed Polycomb) or 7 (Repeats/cLAD) in 12 months aged mice depending on the diet (Figure 4B). This means that going from the absence of all four histone marks, the old samples show slight presence of either H3K27me3, H3K4me3 or H3K27ac in the respective genomic regions.

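Of the bins in state 8 in SD 3m, 2.264% (2.11 to 2.41) were in state 4, 12.6% (12.0 to 13.2) in state 6 and 15.2% (14.2 to 16.1) in state 7 in SD 12m. In CR 12m, the shares were 2.62% (2.45 to 2.79), 7.69% (7.29 to 8.09) and 4.76% (4.41 to 5.13). The transition to state 7 was thus 3.18 times as frequent in SD 12m as in CR 12m and that to state 6 1.64 times, whereas the transition to state 4 was more frequent in CR 12m on 17 of 20 chromosomes. Without bins within 1 kb of a state boundary in SD 3m, the share that moved from state 8 to 4 was lower, at 1.26% in SD 12m and 1.61% in CR 12m. The transitions also differed in sequence. Bins that moved from state 8 to 7 in SD 12m had a GC content of 37.4%, compared to 41.6% for those that moved to state 6, 46.6% for those that moved to state 4 and 41.2% for those that stayed. Repeats of the reference sequence made up 39.9% of the bases of the bins that moved to state 7 and also 39.9% of those that stayed, compared to 28.5% for those that moved to state 6. How many reads in repeats were removed as poorly mapped is unknown, so these shares do not show whether repeats gained marks. The longest unbroken stretch for each of 3 transitions is given as an example. The longest from state 8 to 7 in SD 12m spanned 277.4 kb of chromosome 10 (47949401 to 48226800). It overlapped no annotated gene, the nearest being a pseudogene 194.5 kb before it and an snRNA gene 392.5 kb after it, and 69.4% of its bins were in state 7 in CR 12m. The longest from state 8 to 6 in SD 12m spanned 307.2 kb of chromosome 6 (39926601 to 40233800). It lay wholly within the protein-coding gene Tmem178b (39871230 to 40255150, plus strand), with 4848 bp in annotated exons and the rest in introns, and 82.6% of its bins were in state 6 in CR 12m. The longest from state 8 to 7 in CR 12m spanned 93.2 kb of chromosome 18 (73927201 to 74020400), and all its bins were in state 7 in SD 12m as well. Of this stretch, 98.6% lay in the protein-coding gene Mapk4 (73928486 to 74065434, minus strand), with 5223 bp in its annotated exons, and it also overlapped the lncRNA gene D730045A05Rik (74017907 to 74020088, plus strand). From these transitions out of the state without marks, the paper concludes that in the old samples these regions show a slight presence of H3K27me3, H3K4me3 or H3K27ac.

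**Figure D3:**
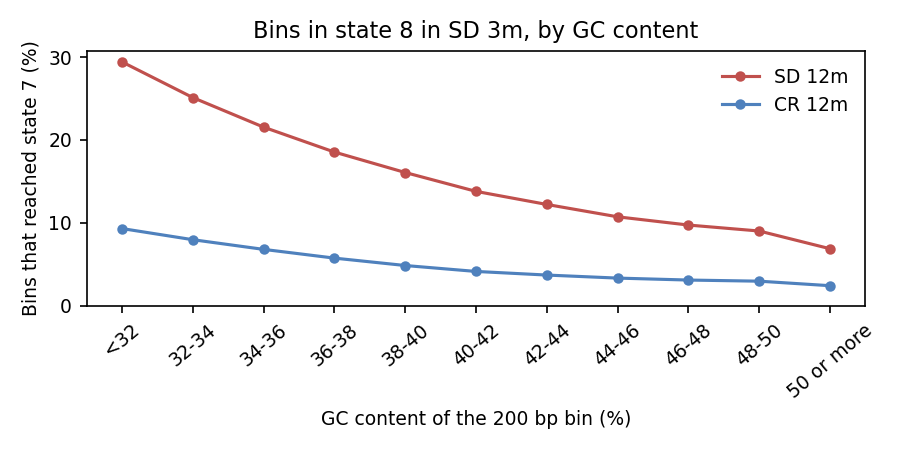
Share of the bins in state 8 in SD 3m that were in state 7 at 12 months (y axis, %), by the GC content of the 200 bp bin (x axis, %), with 1 line each for SD 12m and CR 12m. The share drops with GC content, from 29.4% to 6.88% in SD 12m and from 9.31% to 2.42% in CR 12m.

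**Figure D4:**
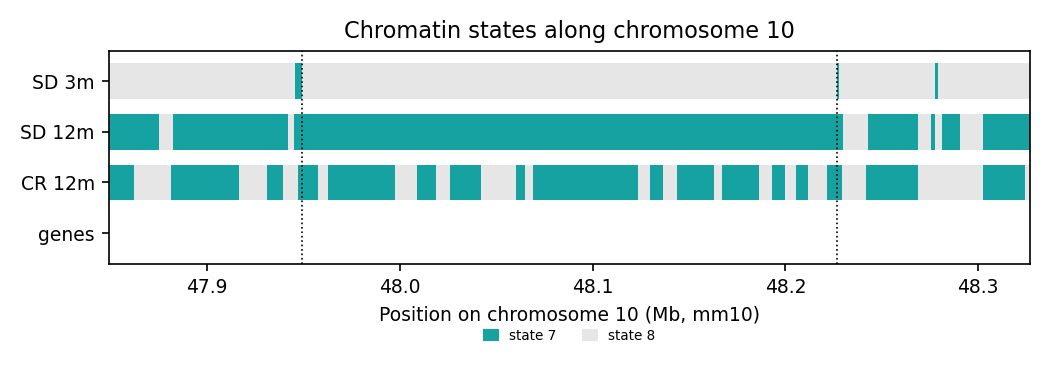
Chromatin states in SD 3m, SD 12m and CR 12m along chromosome 10 (x axis, Mb in mm10), with dotted lines at the ends of the longest stretch that moved from state 8 to 7 in SD 12m. The gene row is empty, and CR 12m shows state 7 in shorter pieces within the stretch.

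**Figure D5:**
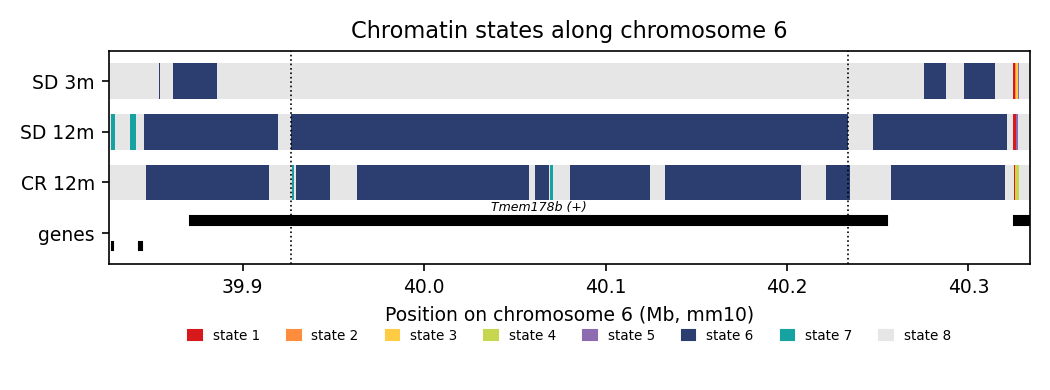
Chromatin states in SD 3m, SD 12m and CR 12m along chromosome 6 (x axis, Mb in mm10), with dotted lines at the ends of the longest stretch that moved from state 8 to 6 in SD 12m and genes as black bars with their strand. Short genes outside the stretch carry no name, and Tmem178b spans the whole stretch.

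**Figure D6:**
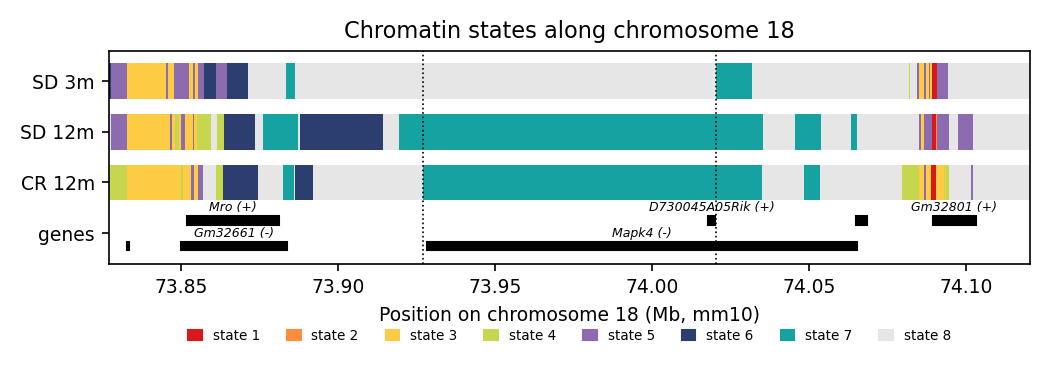
Chromatin states in SD 3m, SD 12m and CR 12m along chromosome 18 (x axis, Mb in mm10), with dotted lines at the ends of the longest stretch that moved from state 8 to 7 in CR 12m and genes as black bars with their strand. Short genes outside the stretch carry no name, and state 7 in SD 3m begins at the right end of the stretch.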

To validate the potential role in aging of the genes whose histones H3 appeared targeted by the observed time- or diet-dependent changes, we used a peak calling tool and differential binding analysis. Ingenuity Pathways Analysis of the differentially H3K4me4-marked genes revealed several pathways involving these gene sets (Supplementary Figure 3). However, no clear gene signatures typical of aging pathways emerged from these gene sets. On the opposite, for the H3K27me3, much less loci showed ages or diet effects (Supplementary Figure 4). We have also investigated presumed active (positive for H3K27ac) or primed (barely positive for H3K27ac and strong for H3K4me1) enhancer regions and enhancer regions identified as previously characterized in the mouse [28] without revealing any different temporal trend or CR effect.

## DISCUSSION

Here, we have characterized the temporal dynamic patterns of four key histone H3 modifications in the liver of healthy C57Bl/6 mice within a year of age to determine whether and to what extend time impacts on chromatin state. Despite lacking mechanistic insights, the collected data indicate a clear drift of histone H3 modifications arising with age in the mouse liver.

Changes in covalent modifications of the histones tails as well as in histone variant incorporation and in DNA methylation have been extensively studied during the development and aging of different organisms [30]. Based on these studies, an extensive chromatin remodelling, which enables the epigenetic reprogramming of tissue functions has been supposed to occur throughout lifespan [224]. However, pure time-dependent (i.e. devoid of the interference of developmental process or aging-associated compliances but reproductive aging) changes in histone modifications have not been systematically assessed in mammals.

In the C57Bl/6 strain of laboratory mice, the time period that follows maturity, starting at 2–3 months of age, is characterized by approximately 6–8 months (depending on the individual) of healthy conditions showing no major signs of frailty. The comparisons we showed (Figures 1 and 2) of the different histone H3 marks profiles obtained at 3, 6 and 12 months of age indicated few months of life were sufficient, from 3 to 6 and from 6 to 12 of age, to identify global changes of K4 and K27 histone H3 trimethylation. Thus, we conclude that extensive temporal changes of H3K4me3 and H3K27me3 occur in a manner that allows the distinction of young and old mice [31]. However, these genome wide changes were not prevented by CR (Figure 2A), which instead, was observed (Figure 2B) to rescue the average signal of H3K4me3 around transcription start sites. Consistently with what has been reported in mammals on the effect of CR on protein [32] and on histone acetylation [33, 34], our analysis revealed that CR particularly affected the acetylation of H3K27 (Figure 1B).

The correlation of H3K4me3 and H3K27me3 to H3K4me1/H3K27ac profiles decreased with age whereas the correlation between H3K4me3 and H3K27me3 profiles increased with age (Figure 2B). Although, the average signal at the TSS regions of both H3 K4 and K27 trimethylation showed an almost linear temporal decay (Figure 3A) and the width of the H3K4me3 peak at TSS collapsed from 3 to 6 months of age. Moreover, at the TSS, the H3K27me3 distribution changed from unimodal at 3 months to a bimodal pattern at 12 months (Figure 3B) suggesting an ongoing process of activating/deactivating genes beyond the developmental period [35].

The mechanisms underlying the vast changes of H3 modifications we observed are not clear. On the biological relevance of these changes, regardless their utility as marker of epigenetic aging, some of the changes observed overtime are prevented by CR suggesting that they may impact on aging phenotypes. The width of H3K4me3 peaks around the TSS region has been linked to transcriptional consistency [36], while changes in H3 K4 and K27 tri-methylation bivalency may affect the stability of the promoter landscape.

The annotation of genomic regions to different chromatin states and investigation of transition patterns between chromatin states among the different age and diet groups revealed that a consistent fraction (20–30%) of the genome changed chromatin state over time. At domain levels, no major differences characterized the groups except for a decreased fraction of poised enhancers. 

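The coverage of state 5 decreased 2.00-fold from SD 3m to SD 12m, to 2.70% (2.58 to 2.84) of the bins, and 2.257-fold to CR 12m, to 2.39% (2.27 to 2.53), and was lower than in SD 3m on each of the 20 chromosomes in both groups. Of the bins in state 5 in SD 3m, 32.7% were in state 4, 17.2% in state 3 and 15.2% in state 8 in SD 12m. In CR 12m the shares were 24.5%, 27.1% and 18.7%, respectively.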

On the contrary, states assigned to quiescent chromatin underwent a massive transition in aged mice which was not observed in mice following the CR diet. The unmarked regions in 3 months old mice were actually lost in older mice kept in SD diet, revealing, together with increased poised enhancer domain, a trend of increased repression and H3K4 tri-methylation on repetitive regions.

Potential biological consequences of altering the control of regions enriched for LTR, LINE and cLAD include activation of mobile elements, altered spatial organization of the chromatin, increased levels of DNA damage and consequent pro-senescence response.

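RefSeq gene bodies, from the longest curated transcript of each gene, covered 40.5% of the assembled genome. They covered 16.2% of the bases that moved from state 8 in SD 3m to state 7 in SD 12m, compared to 33.7% of those that moved to state 6, 56.3% of those that moved to state 4 and 35.5% of those that stayed in state 8. In CR 12m, gene bodies covered 14.8% of the bases that moved from state 8 to 7 and 32.3% of those that stayed.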

In conclusion, while our data do not establish that the observed changes in H3 modification are causally involved in aging, they indicate age, buffered by caloric restriction, releases the histone H3 marking process of transcriptional suppression in gene desert regions of mouse liver genome most of which remain to be functionally understood.

Such time-related epigenetic changes of chromatin appear more largely due to errors of the epigenetic machinery rather than to functional adaptive process to aged cellular or organismal environment. The underlying idea is that the discovery of these remodeling events and the characterization of the mechanisms which govern them (in the absence of physio-pathological consequences of aging) will represent prototypical models which will help explain the changes that lead to the known phenotype associated with aging.

We are aware of important limitations of the present study: i) sample size may be not sufficient to identify low penetrance phenomena; ii) cell loss and infiltration that are expected in aged tissue may determine variations erroneously attributed to the same cell type.

## METHODS

### Mice

All aspects of animal care and experimentation were performed in accordance with the Guide for the Care and Use of Laboratory Animals published by the US National Institutes of Health (NIH Publication No. 85-23, revised 1996) and the Italian Laws (D.L.vo 116/92and following additions), which enforces EU86/609 Directive. Experiments were approved by the local Ethical Committee, Organismo Preposto al Benessere degli Animali (OPBA), and notified to the Ministry of Health.

Chromatin was extracted from livers collected from inbred C57BL/6 female mice of 3, 6 and 12 months of age fed standard diet (SD) and 12 months of age fed 30% caloric restriction (CR) (Supplementary Table 1). At 3 months of age, the mice were randomly divided in the CR and SD groups and started the CR treatment. To calculate the amount of food in order to provide 30% less calories to the mice with respect to the *ad libitum* SD, food intake was measured daily in a subset of mice from 3 to 6 months of age [37].

All 3 months old females were fertile and plateaued at above 20 grams of body weight. Survival of these females was consistently 100% in the first year. The rare occurrence of injuries, deviant behavior and any external or internal, as determined upon necroscopy, signs of abnormalities including minimal alopecia, dermatitis or histiocytosis, determined the exclusion of the individual from the study. Histological examination of the livers used to extract chromatin did not reveal structural differences in infiltrating cells or residue of hematopoiesis. Altogether, 40 mice were bred and 31 livers collected from 3 months (*n* = 8), 6 months (*n* = 6), 12 months old mice fed SD (*n* = 8) or CR (*n* = 9), and fixed and embedded in paraffin blocks.

### Chromatin immunoprecipitation and sequencing

H3K4me3, H3K27me3, H3K4me1 and H3K27ac profiles were obtained from the aforementioned samples using a modified version of the protocol for extraction of chromatin from formalin-fixed paraffin-embedded (FFPE) tissue samples [38]. Quality control of all ChIPs were performed before sequencing by real-time QPCR, measuring the enrichment observed of bound with respect to the input DNA, on liver transcriptionally active and inactive promoter regions or enhancer regions. Sequencing was performed on an Illumina HiSeq 2000, 50 bp read length, single-stranded.

### Processing of FASTQ files and data analysis

Reads were aligned to the mm10 reference genome using “bwa aln” (v0.6.2-r126). Unmapped reads (reads with a MAPQ smaller than 1), reads that mapped outside of chr1-19 and chrX, as well as duplicate reads were removed using samtools (v0.1.18). Data, if not specified otherwise, was processed inside a Singularity (v2.6.0) container using R (v3.5.1). For some analysis, the BAM files of the replicates of each group were merged using bamtools (v2.5.1), and subsequently indexed using samtools (v1.7). BigWig files for each sample and group were generated from the respective BAM files using deepTools bamCoverage (v3.1.3) with a bin size of 10 bp, BPM-normalization (chrX was ignored for normalization), and reads extended to 200 bp.

Genome-wide signal for UMAP and correlation: for each sample and group, the genome-wide signal was retrieved for consecutive, non-overlapping bins of 10 kb using deepTools multiBigwigSummary (v3.1.3). Uniform Manifold Approximation and Projection (UMAP) was calculated using the genome-wide signal of each sample in bins of 10 kb using the ”uwot” R package. Spearman’s correlation coefficients between samples and groups were calculated using deepTools plotCorrelation (v3.1.3) based on the genome-wide signal of 10 kb bins.

The heatmaps were generated using the “ComplexHeatmap” (v1.20.0) and “circlize” (v0.4.5) R packages. Statistical significance shown in the box plots were generated using the “ggsignif” (v0.4.0) R package using a Wilcoxon test.

### TSS profiles, signal and ratio distribution and enhancer signal

Annotation of transcription start sites (TSS) was taken from the curated RefSeq set, downloaded from UCSC Genome Browser on 01.03.2018. The list of TSS includes the TSS of the longest transcript for each gene. The signal around TSS was calculated as mean signal in bins of 50 bp, with a range of +/− 5 kb around the TSS, using deepTools “computeMatrix” (v3.1.3). Missing data was treated as zero. The output was then plotted (for profile) or summed up by TSS to generate the overall signal. For the ratio, summed signal values for H3K4me3 signal was divided by the H3K27me3 signal for each individual TSS. Relative levels of H3K4me3 signal on selected TSS regions obtained upon ChIP-seq from comparing 3 months with respect to 12 months old samples were validated by investigating gene expression fold by reverse transcriptase-QPCR on same samples (Supplementary Figure 5).

### Chromatin state analysis

Chromatin state analysis was performed using ChromHMM (v1.17). Annotation of TSS represents the same list of TSS as above with the range adjusted to +/− 2 kb. Similarly, annotation of transcription end sites (TES) was taken from the curated RefSeq set, downloaded from UCSC Genome Browser on 01.03.2018. The list of TES includes the TES of the longest transcript for each gene. Annotation of chrX was taken from the mm10.txt file provided with ChromHMM. Long terminal repeats and long interspersed nuclear elements annotation was downloaded from the UCSC Genome Browser for mm9 and then converted to mm10 using the UCSC Genome Browser LiftOver feature. Annotation of constitutively lamina-associated domains (cLAD) was taken from the report of Peric-Hupkes et al. [39] and converted from mm9 to mm10 using the UCSC Genome Browser LiftOver feature (mm9 files can be found in the GSE17051 data set in the GEO database). Merged BAM files of each group were binarized using the “BinarizeBam” command. Then, the chromatin state model was trained using the “LearnModel” command for 8 outcome states. States were then reordered using the “Reorder” command, then segmentation and enrichment with sets of genomic locations were generated using the “MakeSegmentation” and “OverlapEnrichment” commands. For the transition analysis, BED files of all groups containing the chromatin state for every location in the genome were cut into bins of 200 bp using awk (v4.0.2) and bedtools (v2.26.0). Alluvial plot was generated with the “ggalluvial” R package (v0.9.1).

More information about chromatin states can be found at http://compbio.mit.edu/ChromHMM/ and https://www.encodeproject.org/publications/aa02932b-39c5-43d8-9ee1-2059fb604a81/.

### Data availability

ChIP-seq data are accessible on GEO repository (https://www.ncbi.nlm.nih.gov/geo/) with accession number GSE179090. All the data that support the figures and the other findings are available from the authors upon request.

## Supplementary Materials

Supplementary Figures

Supplementary Tables

# Supplementary material for: Time makes histone H3 modifications drift in mouse liver
**Source:** Aging (Albany NY). 2022 Jun 10;14(12):4959–75. doi: 10.18632/aging.204107
**Supplement:** Supplementary Tables

## SUPPLEMENTARY TABLES

**Supplementary Table 1. Number of available samples across all groups of this experiment.**

|                 | SD 3m | SD 6m | SD 12m | CR 12m | Total |
|-----------------|-------|-------|--------|--------|-------|
| <b>H3K4me3</b>  | 7     | 3     | 8      | 5      | 23    |
| <b>H3K27me3</b> | 7     | 6     | 8      | 6      | 27    |
| <b>H3K27ac</b>  | 8     | 6     | 7      | 9      | 30    |
| <b>H3K4me1</b>  | 8     | 5     | 6      | 9      | 28    |
| <b>Total</b>    | 30    | 20    | 29     | 29     | 108   |

**Supplementary Table 2. Fraction of the genome that changes chromatin state compared to the young (SD 3m) group.**

|        | Fraction of genome with same chromatin state | Fraction of genome with different chromatin state |
|--------|----------------------------------------------|---------------------------------------------------|
| SD 6m  | 78.9%                                        | 21.1%                                             |
| SD 12m | 68.1%                                        | 31.9%                                             |
| CR 12m | 75.8%                                        | 24.2%                                             |

The percentage of the genome of older groups (6 months and 12 months in both SD and CR) which was found to change chromatin state compared to the youngest group (SD 3m).

How the deposited data were processed for this re-analysis (not part of the article)

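ChIP-seq profiles of H3K4me3, H3K27me3, H3K27ac and H3K4me1 were obtained by the study from 31 livers of C57BL/6 female mice in 4 groups, 108 libraries in all. The segmentations analysed here belong to SD 3m (30 libraries), SD 12m (29 libraries) and CR 12m (29 libraries). Libraries were assigned to groups from the sample labels, whose numbers per group and mark equal those of Supplementary Table 1. Each segmentation was assigned to its group by the group named for it, and its genome coverages were compared with Figure 4A and Supplementary Table 2.

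The authors aligned the reads to mm10 with bwa, removed reads that mapped poorly, outside chromosomes 1 to 19 and X, or in duplicate, and merged the reads of each group. With ChromHMM they binarized the merged reads in bins of 200 bp, trained a model with 8 states and deposited the state of every bin. The deposited value is thus a label from 1 to 8 and not a signal, and the number of reads behind a label is unknown. The deposited labels already include the merging, the binarization threshold and the smoothing of the model along the genome, none of which could be repeated here. All bins were used, without a filter. Each of the 3 segmentations held the same 13168874 bins, and the last bin of each of the 20 chromosomes was the last whole bin of that chromosome in GRCm38.p6.

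From the labels, the following were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, with figures in matplotlib 3.10.9. Genome coverage is the percent of bins in a state, computed from the deposited labels. Fold changes are ratios of coverages. Transitions are shares of the bins of a state in SD 3m. Enrichments are the share of a state's bases in a feature divided by the share of the genome in it, which is how ChromHMM defines them. TSS and TES came from the longest curated RefSeq transcript of each of 26089 genes in GRCm38.p6. Repeats are the bases in lower case in the reference sequence, and GC content and shares of bases were taken over bins without an unassembled base, which excluded 2.83% of the bins. The functions were tested on simulated segmentations of 2688123 bins in which a known share of each state was moved, and the largest error in a recovered transition share was 0.737 percentage points.

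No test across mice was possible, as each group has 1 segmentation of merged libraries. Values are given with 95% intervals from 1000 resamples of 1 Mb blocks, with their range across chromosomes, and for overlaps with 100 circular shifts. Wilson 95% intervals over bins were used to judge whether an alternative moved a value. These measures concern the genome and not the mice. The comparisons of SD 12m and of CR 12m with SD 3m share the SD 3m segmentation, so an error in it counts in both.

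The design and the alternatives were fixed before the data were examined. The alternatives were the autosomes only, leaving out the first 3 Mb of each chromosome, leaving out bins in state 8 in all 3 groups, keeping only stretches of at least 1 kb, the most frequent state in windows of 10 kb, leaving out bins within 1 kb of a state boundary in SD 3m, merging the states into 5 classes, and all bins as the background of the overlaps. The regions named were, by a rule fixed in the same way, the single longest unbroken stretch for each of 3 transitions, with the genes overlapping it, and 4 control genes whose states were reported whatever they were. SD 6m, and the annotations of CpG islands, enhancers, LTR, LINE, cLAD and Polycomb-repressed regions, were not analysed here. The signal of single libraries was not analysed here either, so there are no values beside the conclusions on correlations, on the signal around TSS and on differential binding.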

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

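Of the tests in this part, those of the autosomal values, of the numbers of libraries, of the blocks with less state 6 in CR 12m, of the blocks that hold state 4 and of the 5 blocks that gained most were chosen after the results were seen.

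The paper describes chromosome X for SD 3m, and its 12-month values were examined here. State 6 covered 43.0% of chromosome X in SD 12m, compared to 27.1% in SD 3m and 23.6% in CR 12m. On the autosomes it covered 12.4%, 8.26% and 9.42%, respectively. The enrichment of state 6 on chromosome X was 2.85 in SD 3m, 2.99 in SD 12m and 2.28 in CR 12m. The fold change over SD 3m on chromosome X was 1.59 in SD 12m, where single chromosomes ranged from 1.25 to 2.07, and 0.871 in CR 12m, where they ranged from 0.805 on chromosome 19 to 1.43 on chromosome 3. By this measure chromosome X departs from the other chromosomes in neither group, and CR 12m was below SD 3m on 7 of 20 chromosomes. A loss of state 6 everywhere in CR 12m would have lowered the autosomes together too, but their fold change was 1.14. The number of H3K27me3 libraries merged was 8 in SD 12m, 7 in SD 3m and 6 in CR 12m, which has the order seen on chromosome X. The autosomal coverage of 9.42% in CR 12m, above SD 3m, has another order, which argues against the number of libraries alone as the cause. State 6 did not fall in every block of chromosome X in CR 12m. Of its 172 blocks of 1 Mb, 45.9% had less state 6 in CR 12m than in SD 3m (79 blocks, with more in 74). Of the 2473 autosomal blocks 38.6% had less, although the autosomal fold change was 1.14, so blocks varied in both directions there too. Whether a part of chromosome X carries the fall therefore stays open. More state 6 in SD 12m than in SD 3m was found in 72.7% of the chromosome X blocks. SD 12m was above CR 12m in 85.5% of the blocks, but this order is also that of the autosomes and does not locate the fall. The read depth of the merged libraries stays open as a technical explanation, because a threshold on reads could act more strongly on chromosome X, where broad H3K27me3 is common. An effect of age and diet on chromosome X in these female mice stays open too and was not tested, as no mouse can be told from another within a segmentation.

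State 4 covered 1.13% of chromosome X in CR 12m, compared to 0.238% in SD 3m and 0.520% in SD 12m, a fold change of 4.76 between CR 12m and SD 3m. State 3 rose 2.11-fold on chromosome X between the same groups. CR 12m had the most H3K27ac and H3K4me1 libraries (9 each), but the autosomal fold change of state 4 was 1.28, so a gain that acts on all chromosomes alike would not account for chromosome X. Of the 8344 chromosome X bins gained by state 4, 4.35% lay in stretches under 1 kb. This does not speak against bins near a calling threshold, because the model smooths states along the genome and leaves few short stretches of state 4 anywhere. More state 4 in CR 12m than in SD 3m was found in 42.4% of the chromosome X blocks of 1 Mb. That share cannot tell whether a part of the chromosome carries the gain, because 94 of the 172 blocks held no state 4 in either group. Of the 78 blocks that did, 93.6% had more in CR 12m, which does not show how concentrated the gain is. The 5 blocks that gained most held 33.1% of the bins gained. Without them the fold change on chromosome X was 4.17, still above that of the autosomes, so these blocks alone do not account for it. Of the bins gained, 40.4% were in state 8, 29.5% in state 5 and 17.1% in state 6 in SD 3m. The starting coverage is small, and a difference in read depth may matter more for so rare a state than for the autosomes. An effect of the diet stays open and was not tested.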

How the results depend on the processing

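No test in this part was chosen after the results were seen. No paired analysis was possible because each group's libraries were merged before states were assigned, so the segmentations carry no replicate numbers. There is no spread between replicates, and a value was taken as moved where it left the 95% binomial interval over bins of the value as first computed. With so many bins this interval is narrow, and small shifts count as moved. Under every alternative that gives both values, more of the genome changed state in SD 12m than in CR 12m, and more bins left state 8. The fold changes of states 6 and 7 were also larger in SD 12m under the 5 alternatives computed for them, and no fold change of states 6, 7 or 8 crossed 1. Leaving out the first 3 Mb or the bins in state 8 in all 3 groups removes almost only bins in state 8, which leaves the fold changes of states 6 and 7 and the ratios between the groups as they were by construction. These alternatives therefore do not test the direction, and it rests on the other alternatives. In what follows, pairs of values are for SD 12m and then CR 12m.

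On the autosomes only, the shares of the genome that changed state stayed within their intervals. SD 12m and CR 12m differed from each other in 24.3% of the bins, and SD 12m alone differed in 14.9%. The fold changes were 1.50 and 1.14 for state 6, 6.19 and 2.27 for state 7 and 0.785 and 0.942 for state 8. The shares of bins that left state 8 were 29.9% and 15.8%, those that moved from state 8 to 6 11.3% and 7.38%, and those that moved to state 7 15.8% and 5.01%. Of the CR 12m bins that moved from state 8 to 7 and that left state 8, 81.4% and 70.4% had done so in SD 12m. The alternative removes chromosome X, which has more state 6 and less state 7 than the autosomes.

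Without the first 3 Mb of each chromosome, which hold no sequence and are almost wholly in state 8, shares of the genome rise by construction. The shares that changed were 32.6% and 24.7%, the groups at 12 months differed in 25.2%, and SD 12m alone differed in 15.5%. The fold changes of state 8 were 0.773 and 0.947, the shares that left it 31.4% and 16.2%, those that moved to state 6 13.1% and 7.96% and those that moved to state 7 15.7% and 4.93%. The enrichment of state 6 on chromosome X in SD 3m was 2.84.

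Without the bins in state 8 in all 3 groups, the denominator shrinks, and the shares that changed were 56.0% and 42.5%. The groups at 12 months then differed in 43.2%, and SD 12m alone differed in 26.5%. The fold changes of state 8 were 0.371 and 0.853, the shares that left it 87.1% and 45.0%, those that moved to state 6 36.2% and 22.1% and those that moved to state 7 43.5% and 13.7%.

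With only stretches of at least 1 kb, 31.2% and 23.2% of the bins changed state, 24.0% differed at 12 months and 15.1% differed in SD 12m alone. The fold changes were 6.17 and 2.23 for state 7 and 0.780 and 0.948 for state 8. The shares that left state 8 were 30.3% and 15.6%, those that moved to state 6 12.6% and 7.69% and those that moved to state 7 15.1% and 4.73%. The cause of these small shifts was not tested.

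In 10 kb windows, 30.8% and 22.4% of the windows changed state, 23.4% differed at 12 months and 15.0% in SD 12m alone. The fold changes were 1.50 and 1.07 for state 6, 7.80 and 2.53 for state 7 and 0.782 and 0.952 for state 8. The shares that left state 8 were 29.8% and 14.8%, those that moved to state 6 12.5% and 7.38% and those that moved to state 7 14.7% and 4.12%. The overlaps of CR 12m with SD 12m were 84.1% for the move from state 8 to 7 and 72.4% for bins that left state 8. The enrichment of state 6 on chromosome X in SD 3m was 2.83. The fold changes of state 2 were 0.0577 and 0.0261 in windows, a larger change in SD 12m than that of state 7, whereas in bins of 200 bp state 7 changed more. The cause was not tested.

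Without bins within 1 kb of a boundary in SD 3m, 29.3% and 19.6% changed and 23.6% differed at 12 months, 29.5% and 14.3% left state 8, 12.7% and 7.62% moved to state 6 and 15.5% and 4.74% to state 7. With 5 merged classes, 27.2% and 19.0% changed and 20.7% differed at 12 months, since moves within a class no longer count. With all bins in place of those in state 8 in SD 3m, 84.0% of state 7 in CR 12m lay in state 7 of SD 12m.

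The remaining 69 results, such as single coverages, enrichments at TSS and lengths of stretches, have 306 values under the alternatives, of which 59 stayed within the binomial interval and 247 moved. The enrichment of TSS in state 1 depends strongly on the bin size, with 5.12 in 10 kb windows. The shares that moved from state 8 to 4 dropped to 1.26% and 1.61% without bins within 1 kb of a boundary in SD 3m. The read depth behind the states is unknown, which limits every comparison between groups, as the effect of depth on the number of bins with a called mark could not be measured.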

Differences from the paper's values

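No test in this part was chosen after the results were seen. The shares of the genome with another state than in SD 3m were 31.9% in SD 12m and 24.2% in CR 12m, and the paper's values in Supplementary Table 2 are 31.9% and 24.2%. The coverages of state 6, of state 8 and of states 3 to 5 in SD 3m lay near the rounded values in the paper's text as well. The enrichment of TSS in state 1 was 72.99, compared to the paper's value of about 75 in Figure 4A, read by eye, with 26089 TSS from another release of the same annotation.

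Some statements on directions and rankings differ from the values obtained here. The paper states that state 6 changed more between young and old CR mice than state 7 did, or more than it changed in SD mice, depending on how the sentence is read. Here the fold change of state 6 was 1.51 in SD 12m and 1.09 in CR 12m, and that of state 7 in CR 12m was 2.20. By coverage neither reading holds, and neither does under the alternatives set before the data were examined. On the autosomes only, the alternative that raised it most, the fold change of state 6 in CR 12m was 1.14. Single transitions point both ways. Of the bins in state 6 in SD 3m, 60.8% were kept in SD 12m and 52.2% in CR 12m. Of those in state 8, 12.6% moved to state 6 in SD 12m. In CR 12m 7.69% moved to state 6 and 4.76% to state 7.

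The paper's discussion names a decrease in poised enhancers as the exception to otherwise similar groups, and also speaks of an increased poised enhancer domain. In the segmentations, state 5 decreased 2.00-fold in SD 12m and 2.257-fold in CR 12m. State 2 decreased more, by 2.66-fold and 3.13-fold, and state 4 rose 1.47-fold in SD 12m. The paper calls the coverage of state 7 under caloric restriction only slightly higher than in young mice. Here it was 4.15% against 1.89%, a fold change of 2.20. The paper's results describe the loss of state 8 under caloric restriction as absent or smaller, its discussion as not observed. Here 15.7% of the bins in state 8 in SD 3m had left it in CR 12m, against 30.3% in SD 12m.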

Other observations

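Of the tests in this part, those of the number of libraries, of states 1 and 2, of GC content and of circular shifts were chosen after the results were seen, as was the use of the 10 kb windows, themselves an alternative set beforehand, to test for shifted boundaries.

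The increase of state 7 from SD 3m to SD 12m was weighed against several technical explanations. If it followed the number of H3K4me3 libraries merged (8 in SD 12m, 7 in SD 3m and 5 in CR 12m), CR 12m would be lowest, but its coverage was 2.20 times that of SD 3m. The difference between SD 12m and CR 12m does have the order of these numbers and is not covered by this test. Of the 1325876 bins gained, 0.280% lay in stretches under 1 kb, but the model smooths states along the genome, so few short stretches are left whatever the cause, and effects of the calling threshold stay open. Boundaries shifted by up to 1 kb account for little, since 3.45% of the bins gained lay within 1 kb of state 7 in SD 3m. Growth of these stretches by more than 1 kb was not tested and stays open. The gain was not limited to a few chromosomes, as the lowest fold change was 1.44. A weaker H3K4me3 enrichment at TSS, with the signal spread over the background, would leave the least of states 1 and 2 where state 7 is most frequent. States 1 and 2 covered 0.662% of the bins in CR 12m and 0.788% in SD 12m, the opposite order, so this alone would not explain the difference between the diets. The loss of states 1 and 2 from 1.54% in SD 3m does go along with the gain of state 7 in both groups, and a part played by it stays open. GC content alone is argued against by the autosomes. Among all bins in state 8 in SD 3m, the number in state 7 in SD 12m was compared with that predicted from the GC content of the bins. It was 1.47 (1.24 to 1.69) times the prediction on chromosome 1, the highest, and 0.127 (0.0696 to 0.197) times on chromosome 19, the lowest. Moves to state 6 instead do not fully account for this on chromosomes 1 and 19, as the bins in state 6 or 7 together were 1.27 and 0.488 times their prediction. Elsewhere such moves may account for more. On chromosomes 7, 9 and 11 the ratio was 0.527, 0.775 and 0.450 for state 7, and 0.814, 1.08 and 1.07 for both states. On chromosomes 12 and 16 it went the other way, from 0.894 and 0.724 to 0.778 and 0.668. On chromosome X the ratio to the autosomes at the same GC content was 0.466, but only bins in state 7 or 8 in SD 12m were counted and more chromosome X bins had moved to state 6, so this value decides nothing. GC content is nevertheless related to the gain, with 29.4% of the bins under 32% GC and 6.88% of those with 50% or more in state 7 in SD 12m, so a difference in GC bias between the merged libraries may contribute. The read depth and background of the merged libraries could not be measured from labels. A change with age stays open as a hypothesis, and so does a difference between the merged libraries.

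The bins that moved from state 8 to 7 in CR 12m were mostly a subset of those that did so in SD 12m, with 81.03% shared. Of 100 circular shifts, the largest gave 18.3%, so positions shared by chance do not account for it. A candidate explanation is that the same stretches are caught less completely in CR 12m. In line with it, bins of SD 12m in stretches of at least 10 kb of state 7 were in state 7 in CR 12m 3.85 times as often as bins in stretches under 2 kb (33.7% against 8.75%). The hypothesis leaves open whether fewer reads for H3K4me3 in CR 12m or a smaller change in the mice is behind it.

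The bins gained by state 7 in SD 12m lay in gene-poor sequence. Gene bodies covered 0.458 times as much of the bins that moved from state 8 to 7 as of those that stayed in state 8, so the low gene content of state 8 as a whole does not account for it. The low GC content of these bins goes along with few genes, and the contributions of GC content and gene content were not separated.

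SD 12m and CR 12m differed from each other in 24.6% (24.2 to 25.1) of the bins, as much as CR 12m differed from SD 3m (24.2%). In 10 kb windows 23.4% still differed. This cannot rule out shifted boundaries of shared stretches, because such a shift can also change the most frequent state of a window. No merged segmentation of other mice of the same group was analysed here, so the share that would differ between 2 sets of untreated mice of the same age is unknown. Without it, how much of these 24.6% is due to diet stays open.

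The states at annotated TSS mostly moved as their genome coverages did. State 5 held 1657 TSS in SD 3m, 485 in SD 12m and 460 in CR 12m, and state 4 held 1407, 3382 and 3442. State 7 held 428, 1002 and 373, so in CR 12m it held fewer TSS than in SD 3m although its coverage was higher. No explanation was tested for these numbers.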
